A study of Rattus norvegicus and Mus musculus with 251 samples.

How the data were processed

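RNA was measured in tissue punches of 0.5 mm from the brains of mice and rats, per the labels' protocols, which describe total RNA libraries sequenced as read pairs of 75 bases. The analysis covered 251 libraries, 62 from mice and 189 from rats. Region, treatment, sex and batch were taken from the labels, and library numbers in mice from the library titles.

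For the mice, the authors deposited 1 table of raw read counts per gene, whole numbers with 1 column per library. The aligner, genome build, annotation and counting program were not stated in the labels. Rows for reads that the authors' counting gave to no gene stayed out of library sizes and tests. Relative to the reads counted to genes and these rows together, their median share was 5.43% for reads outside genes, 0.83% for ambiguous reads, 0.56% for unaligned reads and 14.7% for reads aligned to several places. A pair of rows for the reporter sequences EYFP and tdTomato was also left out of the tests.

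For the rats, the deposited table held estimated counts per gene, of which 8.29% were not whole numbers. Its quantification program, genome build and annotation were not stated in the labels either. These values were rounded to whole numbers before testing. Whether the counting used the strand of the reads was not stated for either species, so counts of overlapping genes and of pseudogenes that resemble other genes are uncertain. No deposited column of per-sample values was left unused.

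Mouse gene identifiers were matched to symbols for 45143 of 46078 identifiers, and the unmatched ones held 0.064% of the counts. Mouse positions and gene types were taken from the GENCODE M21 annotation of GRCm38. None of the rat identifiers (0 of 32883) could be paired with a name in the tables used here, so rat genes are given by identifier. The planned comparison of mouse and rat effects by gene symbol and the rat part of the gene lists were therefore not run.

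Each of the 6 regions was fitted on its own with edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes were filtered with filterByExpr on the groups of treatment and sex, library sizes were scaled by TMM, and a quasi-likelihood model with robust dispersions had a mean for each group of treatment and sex. The rat DLPFC, NAc Core and NAc Shell fits also had a batch term, because their labels give 2 batches. Quasi-likelihood F-tests addressed each opioid stage against control averaged over the sexes, any opioid stage within 1 sex, and the difference between the sexes. A further test over both mouse regions addressed the difference between NAc and PFC. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the genes tested are said to be called. The tests of rat withdrawal within each sex were added after the data had been seen. Log2 CPM, the logarithm of counts scaled to library size, used a prior count of 2.

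The agreement of female and male effects was Spearman's rho across genes between the differences in mean log2 CPM from control, with a two-sided exact permutation test of treatment labels within sex and batch, adjusted over 18 values. Genes are not independent replicates, and the permutation of libraries takes that into account.

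Same-numbered PFC and NAc libraries existed for 30 mouse numbers, and the labels do not say whether a number is an animal. Deviations from the group means correlated between same-numbered libraries at -0.04 to 0.29 with a median of 0.12, and 19 of the 30 pairs were over 0.1, against a median of -0.04 for 95 other pairs of the same groups. The state of genes with separate high and low levels was shared by same-numbered libraries. Over all numbers together, the area under the curve was 0.9 or more for 12 of 13 genes. Permutation within groups gave p = 1e-05, the smallest that 100000 resamples can give, so the numbers were treated as animals. The region difference is therefore also given with the replicate number as a block.

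Before the data were examined, the groups, tests, gene lists, naming rule and most alternatives were fixed. For each stage contrast, the named genes are the 1 with the largest rise and the 1 with the largest fall among called genes with a symbol, a mean log2 CPM of at least 1 and the same direction in both sexes. Each sex or region difference names the gene with the smallest adjusted p, and each list at most 3 genes that pass over all genes tested. The lists held 18 immediate early genes, 12 genes of the opioid system and 16 clock genes. Genes named outside this rule are marked as chosen after their values were seen, which holds for every rat identifier.

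Alternatives were median-of-ratios size factors, no low-count filter, DESeq2 1.42.0, 2 surrogate variables from sva 3.50.0, no batch term, each rat batch alone, and leaving out each library in turn in the mouse regions and the rat SCN. A striatal marker score and the on or off state described among the closing observations were added as covariates after the data had been seen. Other splits of the samples permuted treatment or sex labels 100 times per region, and 60 times for the region difference, the real split included.

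The fits were tested on simulated counts with known changes, drawn independently for each gene. Of the changed genes, 200 had a log2 fold change of 1 in both sexes and 200 one of 2 in females alone. The simulated region difference was a change of 2 in 1 region. In the data, called genes had a median absolute log2 fold change of 0.24 for DLPFC withdrawal. Under chronic morphine it was 0.41 in mouse NAc and 1.04 in mouse PFC. The shares recovered do not apply to changes smaller than those simulated. In the stage contrast, edgeR recovered 55.8% of 400 changed genes in mouse PFC, 69.5% in mouse NAc, 66.5% in rat SCN, 91.2% in rat DLPFC, 90.2% in NAc Core and 91.5% in NAc Shell, with 10 to 25 false calls. DESeq2 made 33 to 46 false calls on the same simulations. With no change simulated, edgeR called no gene in 5 regions and 2 genes in the rat SCN. Because genes were drawn independently, this leaves out variation that genes share. The test of the region difference recovered 147 of 194 changed genes. The test of agreement reached p under 0.05 in 0 of 20 simulations without a shared effect and in 20 of 20 with one.

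Library totals ranged from 5182601 to 43963295 counts in mice (median 31687509) and from 9392968 to 30047315 in rats (median 17973280). No pair of libraries within a group agreed within sampling noise, the lowest chi-square per gene being 5.88. The exact permutation tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.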

Results

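Gene expression was measured by RNA sequencing in brain regions of mice that drank morphine and of rats that took oxycodone, an opioid, by self-administration. The mice were of the inbred strain C57BL/6J and the rats of the Heterogeneous Stock, an outbred population bred from several inbred strains. Mouse libraries came from the prefrontal cortex (PFC, 30 libraries) and the nucleus accumbens (NAc, 32 libraries). They fell into mice given saline, mice on chronic morphine, and mice 24 h or 2 weeks after morphine, with 3 to 5 libraries for each sex. Rat libraries came from regions labelled DLPFC, NAc Core and NAc Shell (48 libraries each) and SCN (45 libraries). Rats were naive or in the stages labelled intoxication, withdrawal and abstinence, with 5 or 6 libraries for each sex. Median totals per library were 29999922 counts in mouse PFC, 32159518 in mouse NAc, 21513916 in rat SCN, 17611057 in DLPFC, 17577407 in NAc Core and 17585000 in NAc Shell. The mouse PFC library numbered 10, a female 2 weeks after morphine, had 5182601 counts and 10563 detected genes, against a median of 19630 in that region.

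Genes that mark sex and region were examined first, as a check of the labels. Among mouse females other than number 27, Xist lay between 5.94 and 8.13 log2 CPM in 12 PFC libraries and between 7.50 and 8.93 in 12 NAc libraries. The libraries numbered 27, labelled female and on chronic morphine, had Xist at -6.38 log2 CPM in PFC and 0.05 in NAc. Their Ddx3y, a gene of the Y chromosome, lay at 5.66 and 6.27 log2 CPM, within the range of the males (5.47 to 5.97 in PFC and 6.12 to 6.67 in NAc). All contrasts below that use the library labelled female with number 27 carry this limit. One male NAc library reached 4.16 log2 CPM of Xist. Striatal Drd1 ranged from 3.29 to 8.15 log2 CPM in NAc and up to 3.20 in PFC. Cortical Slc17a7 ranged from 10.46 to 11.72 in PFC and reached 9.29 in NAc male number 24 at 24 h. Striatal markers were low in NAc saline male number 6, with Drd1 at 3.29 and Ppp1r1b at 5.82 log2 CPM. They were also low in NAc chronic female number 25, at 3.6 and 6.28. The NAc medians were 7.03 and 10.2, and Ppp1r1b ranged from 5.95 to 7.63 in PFC. NAc contrasts that use these libraries carry this limit. In rats, 4 identifiers were higher in each of 94 libraries labelled male than in any of 95 labelled female, and 1 was higher in every female library. The region labels of the rats were not checked, because rat identifiers had no names here.

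**Figure D1:**
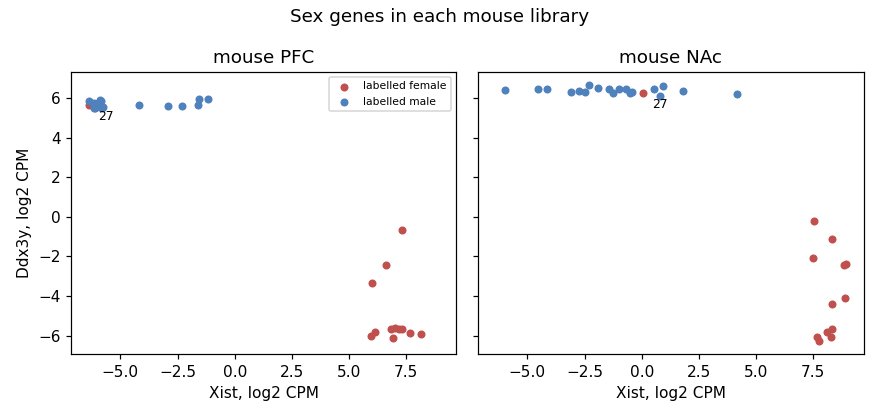
Xist against Ddx3y in log2 CPM, with 1 point for each mouse library, in PFC (left) and NAc (right), coloured by the labelled sex. The libraries numbered 27 are labelled female and lie with the males in both regions, at a Ddx3y of 5.66 and 6.27 log2 CPM.

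The first comparison asked which genes differed from saline during and after morphine in mouse PFC, averaged over the sexes. Of 17966 genes tested, edgeR called 75 under chronic morphine, of which 19 were higher and 56 lower. At 24 h after morphine 14 genes were called, 1 higher and 13 lower, and at 2 weeks 1 gene was called. Among the alternatives fixed in advance, DESeq2 moved the chronic count most, from 0.417% to 0.974% of the genes tested. Leaving out number 10 raised it to 0.89%, and leaving out a saline female, number 1, lowered it to 0.238%. As a further limit, a set of genes with separate high and low levels, described among the closing observations, divided these mice in a way that largely followed the groups. With that state as a covariate, an alternative chosen after seeing the data, 11 genes were called under chronic morphine.

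**Figure D2:**
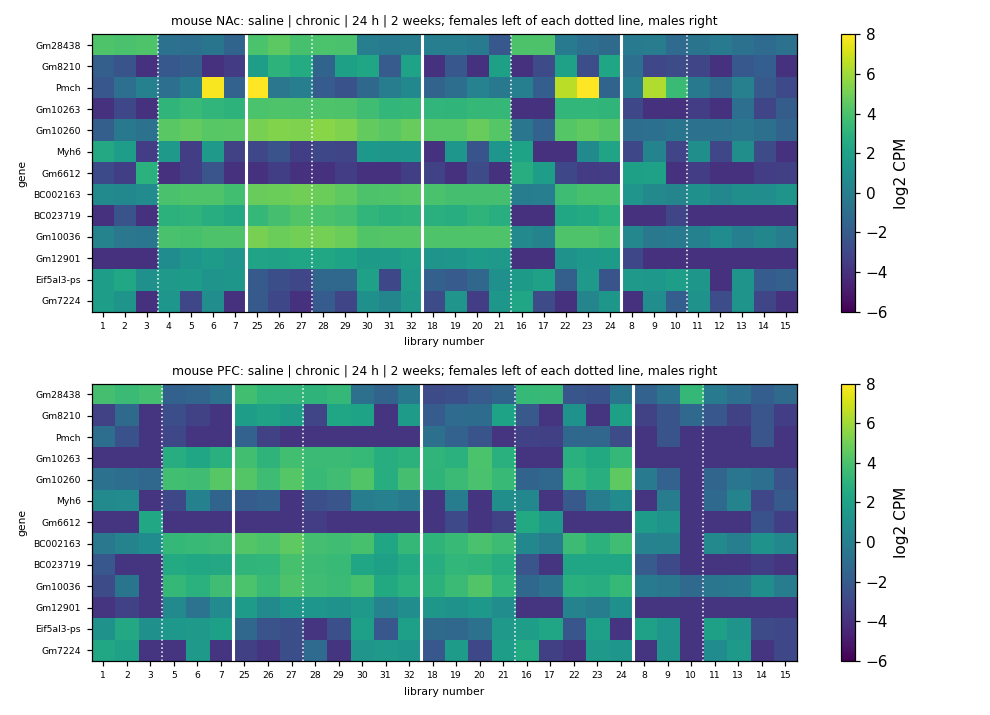
Levels in log2 CPM (colour) of the 13 autosomal genes with separate high and low levels in NAc, with a row for each gene and a column for each mouse library by treatment, sex and number, in NAc (top) and PFC (bottom). The 6 genes that share a split are on in 19 NAc libraries and off in 13, among them the 3 saline females.

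The named gene that rose most under chronic morphine in PFC was Gm10263 (ENSMUSG00000066407), an annotated processed pseudogene at chromosome 13, 73317844 to 73318143 (GRCm38). Its log2 fold change averaged over the sexes was 6.07 ± 1.20 (SE, edgeR adjusted p = 0.0196). Gm10263 is among 6 genes that were all on or all off in a given NAc library, a state shared by the PFC library of the same number, so in females this change compares saline mice in the off state with chronic mice in the on state, while males of both groups were on. The estimate rests on saline females with 0 counts, so its size depends on the prior count. Chronic females were at least 100.2-fold higher than the floor of 3 counts in saline females. In males, saline libraries had 2.61 ± 0.34 log2 CPM (SD, n = 3) and chronic libraries 3.24 ± 0.37 (SD, n = 5). Pseudogenes can share reads with their parent genes, which makes this count uncertain. Bfsp2 (ENSMUSG00000032556; chromosome 9, 103424924 to 103480420), protein-coding with 2 overlapping genes, had the largest fall, with a log2 fold change of -4.17 ± 0.77 (SE, edgeR adjusted p = 0.00476). Its level was 2.51 ± 0.07 log2 CPM in saline females (SD, n = 3) and -3.43 ± 0.86 in chronic females (SD, n = 3), of which the highest had 5 counts. The log2 fold change of Bfsp2 was -6.75 in females and -1.6 in males. Without the library labelled female with number 27, its value averaged over the sexes was -6. At 24 h, Ccn1 (ENSMUSG00000028195; chromosome 3, 145646976 to 145649981; protein-coding) had a log2 fold change of -1.98 ± 0.22 (SE, edgeR adjusted p = 8.8e-06). It moved from 4.81 ± 0.29 log2 CPM in saline males (SD, n = 3) to 2.07 ± 0.42 in males at 24 h (SD, n = 5). Its log2 fold change was -2.73 in males and -1.24 in females. The gene called at 2 weeks was Igsf6, chosen after its values were seen because its mean of -0.82 log2 CPM lay under the naming limit. It had 0 counts in the 3 females at 2 weeks, so saline females were at least 1.3-fold higher, and a mean of -1.11 log2 CPM in the 4 males.

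In mouse NAc, the same contrasts over 18382 genes called 310 under chronic morphine (46.8% of them higher), 30 at 24 h (19 higher, 11 lower) and 1 at 2 weeks. Leaving out the library labelled female with number 27 lowered the chronic count from 1.69% to 0.62% of the genes tested, and leaving out number 25 of the same group raised it to 2.98%. Number 25 was among the NAc libraries low in striatal markers described above. Without saline female number 1, the count at 24 h fell from 30 to 3. With the on or off state as a covariate, 15 of the 30 genes at 24 h were kept. The chronic count with it was 0.647% of the genes tested, and 52 of the 310 genes were kept. Kdm5d, a gene of the Y chromosome (ENSMUSG00000056673), rose most by the naming rule, with a log2 fold change of 5.58 ± 1.25 (SE, edgeR adjusted p = 0.0226). Kdm5d had 0 counts in the 3 saline females, so the size of this change depends on the prior count. It had 776 counts in the library labelled female with number 27, and its change fell to 2.39 without that library. AA465934 (ENSMUSG00000093483; chromosome 11, 83291699 to 83294632), a processed transcript with 1 overlapping gene, had the largest fall, at -2.72 ± 0.45 (SE, edgeR adjusted p = 0.00217). Plin4 (ENSMUSG00000002831; chromosome 17, 56100591 to 56109803) was higher at 24 h by 2.09 ± 0.41 (SE, edgeR adjusted p = 0.0309) and Fos (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273) was lower, at -1.05 ± 0.18 (SE, edgeR adjusted p = 0.0146). Both are protein-coding, and Plin4 overlaps a gene on the other strand. Plin4 had 3.74 ± 0.53 log2 CPM in females at 24 h (SD, n = 4) and 1.56 ± 0.56 in saline females (SD, n = 3). The females at 24 h were all in the on state and the saline females all in the off state. At 2 weeks the called gene was Hps1 (ENSMUSG00000025188; chromosome 19, 42755105 to 42779978), protein-coding, at -0.97 ± 0.12 (SE, edgeR adjusted p = 0.000108). Its level was 3.58 ± 0.13 log2 CPM in saline females (SD, n = 3) and 2.16 ± 0.16 in females at 2 weeks (SD, n = 3). Its log2 fold change was -1.42 in females and -0.52 in males.

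**Figure D3:**
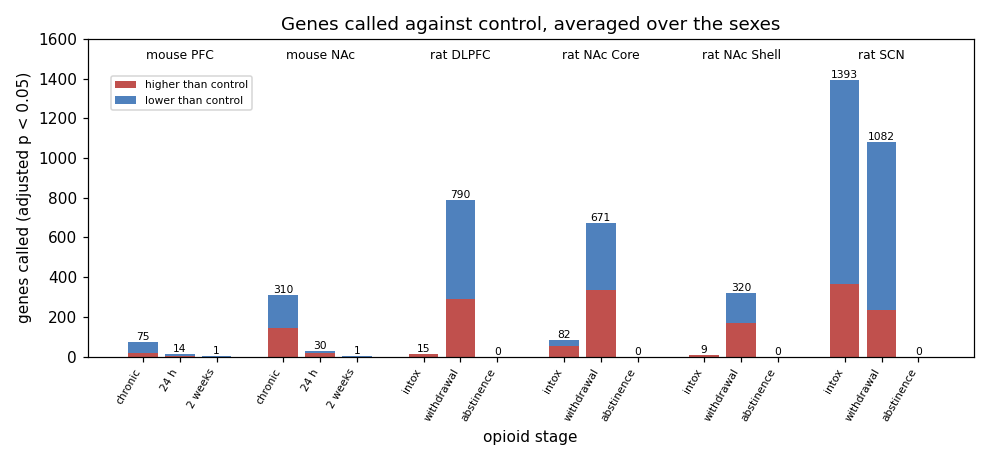
Number of genes called against control (edgeR, adjusted p under 0.05) for each opioid stage in each region, averaged over the sexes, with bars starting at 0 and divided into genes higher and lower than control. The counts reach 310 in mice (NAc, chronic morphine) and 1393 in rats (SCN, intoxication), and are 0 for abstinence in each rat region.

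Whether the mouse effects differed between NAc and PFC was tested over both regions. edgeR called 5 of 19266 genes, namely Trib1, Ccn1, Wwox, Ier2 and Klf4, of which Trib1 was named by rule and the others after their values were seen. The difference of NAc from PFC in the log2 effect of chronic morphine was 1.48 for Trib1 (ENSMUSG00000032501; chromosome 15, 59648350 to 59657099; edgeR adjusted p = 2.6e-07). It was 1.95 for Ccn1, -1.39 for Wwox, 1.34 for Ier2 and 0.76 for Klf4. The adjusted p of a gene is over the stages, not for chronic morphine alone. At 24 h the differences were 0.94 for Trib1, 1.77 for Ccn1, -0.4 for Wwox, 1.19 for Ier2 and 1.32 for Klf4. At 2 weeks they were -0.36, 0.37, 0.08, 0.05 and 0.05 in the same order. This fit treats the libraries of an animal as independent. With the replicate number as a block, 5 genes were also called, of which 3 (Trib1, Ccn1 and Wwox) were among these 5. Ier2 and Klf4 were not called with the block. DESeq2 called 13, including all 5.

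The lists of genes fixed in advance asked whether activity-dependent, opioid system or clock genes changed in mice. Over 6 contrasts of 18 genes each, immediate early genes had 34 calls adjusted over the list alone and 24 adjusted over all genes tested, each of them lower than saline. In PFC under chronic morphine 15 of the 18 genes were called adjusted over the list alone and 13 over all genes, with a median log2 fold change of -1.24. At 24 h, 15 and 8 were called, with a median of -0.94 (-0.37 in females and -1.51 in males). At 2 weeks 0 were called, with a median of -0.09 (902 of all genes had an unadjusted p under 0.05). NAc had 2 calls adjusted over the list alone under chronic morphine and 2 at 24 h, with medians of -0.49 and -0.23. The NAc median at 24 h was 0.13 in females and -0.39 in males. At 2 weeks NAc had 0 calls and a median of 0.40 (1170 of all genes at an unadjusted p under 0.05). In PFC under chronic morphine, the log2 fold change was -2.17 ± 0.19 for Fos (SE, edgeR adjusted p = 7.25e-08), -3.35 ± 0.33 for Egr2 (SE, edgeR adjusted p = 2.12e-07) and -1.92 ± 0.19 for Nr4a1 (SE, edgeR adjusted p = 2.12e-07). Egr2 (ENSMUSG00000037868) lies at chromosome 10, 67535475 to 67542188 and Nr4a1 (ENSMUSG00000023034) at chromosome 15, 101254269 to 101274795. Fos was at 6.62 ± 0.42 log2 CPM in PFC of saline mice (SD, n = 6) and at 4.41 ± 0.33 in chronic mice (SD, n = 8), whose highest library (5.13) lay under the lowest saline library (6.09). Clock genes had 10 of 96 pairs called adjusted over the list alone and 4 over all genes. Per1 was lower in PFC under chronic morphine by a log2 fold change of -1.11 ± 0.14 (SE, edgeR adjusted p = 2.35e-05), Bhlhe40 by -0.53 ± 0.12 (SE, edgeR adjusted p = 0.0344), and Nr1d2 was higher in NAc under chronic morphine by 0.32 ± 0.05 (SE, edgeR adjusted p = 0.00143). Opioid system genes had 1 of 72 pairs called adjusted over the list alone and 0 over all genes (in the contrast with that call, 1421 of all genes had an unadjusted p under 0.05).

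**Figure D4:**
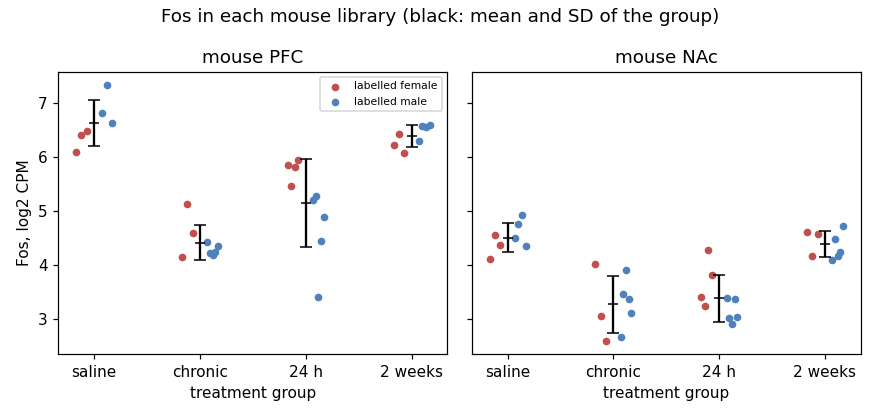
Fos in log2 CPM in each mouse library by treatment group in PFC (left) and NAc (right), coloured by the labelled sex, with black marks for the mean and SD of each group. In PFC the 8 chronic libraries reach 5.13 at most, under the 6 saline libraries, which start at 6.09. In NAc the 8 chronic libraries reach 4.01 at most, and the 7 saline libraries start at 4.1.

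In rats, the same contrasts against naive animals used 15374 to 16318 genes by region. During intoxication edgeR called 15 genes in DLPFC, 82 in NAc Core, 9 in NAc Shell and 1393 in SCN. In withdrawal the counts were 790 in DLPFC (292 of them higher), 671 in NAc Core (50.2% higher), 320 in NAc Shell (52.8% higher) and 1082 in SCN (21.9% higher). Abstinence gave 0 calls in each region, with 980, 928, 825 and 2571 genes at an unadjusted p under 0.05 in DLPFC, NAc Core, NAc Shell and SCN. The SCN counts rested on few libraries. Without naive female number 2 they were 23 for intoxication and 39 for withdrawal, and with 2 surrogate variables 0 and 24. Leaving out abstinence female number 1 raised the SCN count for abstinence to 370.

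Rat batches were examined within DLPFC, NAc Core and NAc Shell, whose labels give a larger and a smaller batch. In the batch labelled b12 alone, withdrawal called 1.02% of the genes tested in DLPFC, 0.42% in NAc Core and 0.166% in NAc Shell. Of the genes called over both batches it kept 18.4%, 9.39% and 8.12%. The batch labelled b3 alone gave 0 calls in DLPFC (1438 genes at an unadjusted p under 0.05), 3 in NAc Core and 5 in NAc Shell. Each batch has fewer libraries than the whole.

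Rat genes are given by identifier, chosen after their values were seen. ENSRNOG00000020951 was higher in DLPFC in withdrawal by a log2 fold change of 2.72 ± 0.76 (SE, edgeR adjusted p = 0.0273), and was at 0.74 ± 1.72 log2 CPM in withdrawal females (SD, n = 6) and -1.20 ± 1.14 in naive females (SD, n = 6). Its log2 fold change there was 1.37 in batch b12 alone and 4.08 in batch b3 alone, and it was called in neither. In NAc Core, ENSRNOG00000019183 was higher by 3.43 ± 0.90 (SE, edgeR adjusted p = 0.0205) and ENSRNOG00000050647 lower, at -2.29 ± 0.61 (SE, edgeR adjusted p = 0.0223). ENSRNOG00000050647 was also lower in NAc Shell in withdrawal, at -1.65 ± 0.46 (SE, edgeR adjusted p = 0.0452). In SCN, ENSRNOG00000017374 had 29938 counts in 1 naive female library and 0 counts in all 6 males in withdrawal, so no fold is given.

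The series title asks about effects specific to a sex, and the opioid stages were tested jointly within each sex. In females edgeR called 0.523% of the genes tested in mouse PFC, 0.5% in mouse NAc, 2.76% in rat DLPFC, 2.75% in NAc Core, 0.895% in NAc Shell and 0.711% in SCN. In males these were 0.25%, 0.713%, 0.169%, 0.0194%, 0.00639% and 0.00613%. Rat withdrawal alone, a test added after the data had been seen, gave 978 calls in females and 0 in males in DLPFC (809 in males at an unadjusted p under 0.05). It gave 766 and 1 in NAc Core, 237 and 0 in NAc Shell (755 unadjusted in males), and 64 and 0 in SCN (1536 unadjusted in males).

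These counts do not show a difference between the sexes, which was tested directly. DESeq2 called genes for it in each region but NAc Shell, as given with the processing alternatives. With edgeR the sex difference over the stages gave 0 calls in mouse PFC, DLPFC, NAc Core, NAc Shell and SCN. In that order, 833, 912, 651, 611 and 483 genes had an unadjusted p under 0.05. Withdrawal alone also gave 0 calls for the sex difference in each rat region (996, 852, 648 and 429 genes at an unadjusted p under 0.05 in DLPFC, NAc Core, NAc Shell and SCN). In mouse NAc 4 genes were called, namely Gm1840, Gm10036, Gm5835 and Ddx3y, the last 3 named after their values were seen. Gm1840 (ENSMUSG00000043192, chromosome 8, 5639580 to 5641011), a processed pseudogene, had the smallest edgeR adjusted p of 0.0351, tied with Gm5835. Without number 27 there were 0 calls (2310 genes at an unadjusted p under 0.05), and 17 of the other 31 fits that each left out 1 library also gave 0.

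Female and male effects were then correlated across genes. Among the 18 values of rho, those for rat withdrawal were 0.469 in SCN (exact permutation p = 0.0189, adjusted 0.113), 0.327 in NAc Core (exact permutation p = 0.00372, adjusted 0.0669) and 0.318 in DLPFC (exact permutation p = 0.00927, adjusted 0.0835). NAc Shell had 0.298 in withdrawal (exact permutation p = 0.0636, adjusted 0.229). In the other stages, SCN had 0.409 in intoxication (exact permutation p = 0.0602, adjusted 0.229) and mouse PFC had 0.238 under chronic morphine (exact permutation p = 0.0786, adjusted 0.236). The other 12 values lay between -0.104 and 0.255. None of the 18 had an adjusted value under 0.05. The sign was shared by 63.7% of genes in DLPFC, 63.3% in NAc Core and 71.2% in SCN in withdrawal. Without naive female number 2, the SCN rho for withdrawal was 0.299.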

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

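The tests of number 27 and of the on or off state below were chosen after the results had been seen. The test of a tissue mixture in the region difference was written before its result was seen.

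Single libraries far from the rest of their group, by the ratio of the gap to the range, were looked for in groups of 4 to 10 libraries, and 9 were found where chance alone gives 6.2. Of 41 sets of library totals 3 had such a library. These were rat NAc Core intoxication female number 5 with 23977480 counts (the others 16168869 to 17462328), rat DLPFC naive male number 2 with 22028145 (16597466 to 17983953) and rat NAc Shell withdrawal male number 4 with 15875096 (17973280 to 18718470). Of 41 sets of detected genes 2 had one, in rat DLPFC intoxication female number 1 with 18443 genes (17751 to 17999) and withdrawal male number 4 with 17713 (17881 to 17979). No biological explanation was tested for these values.

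Among 42 sets of values of the named genes 4 had a distant library. AA465934 was at 1.44 log2 CPM in saline male number 7 of mouse NAc, with 3.15 to 3.19 in the other 3. ENSRNOG00000020951 was at 0.43 in naive female number 1 of rat NAc Shell (-2.09 to -1.17 in the others), and ENSRNOG00000050647 at -3.13 in withdrawal female number 4 there (1.27 to 1.79). ENSRNOG00000017374 was at 5.20 in naive male number 5 of rat SCN, with the others between -3.40 and -1.36. That last identifier also reached 29938 counts in a naive female, and no tissue source was tested because rat identifiers carry no names here.

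The opioid effect differed between the sexes for 4 genes in mouse NAc, and 4 of the 100 splits of the sex labels gave as many. The mislabelling of number 27 was examined as a cause. Without number 27 there were 0 calls (2310 genes at an unadjusted p under 0.05, against 1743 with it), but 17 of the other 31 fits that each left out 1 library also gave 0. For Gm1840, Gm10036 and Gm5835, the unadjusted edgeR p without number 27 was 1.78e-05, 1.69e-05 and 3.64e-06. The highest value without any other library was larger, at 3.89e-05, 0.000177 and 5.96e-05. Their p thus depended on number 27 no more than on other libraries. This argues against mislabelling as the whole cause for these 3 genes, although their calls stay fragile. Ddx3y, a gene of the Y chromosome, lay at 6.27 log2 CPM in number 27, within the range of the males, and at -0.19 or lower in the other 12 females. Its unadjusted p was 0.00407 without number 27 and at most 3.09e-05 without any other library, so its p depended on number 27 more than on any other library. What was left stayed under 0.05 unadjusted, with an edgeR adjusted p of 0.321, so Ddx3y was no longer called. It rested on females near the floor, with 28 counts in chronic number 25 and 0 in the saline females. For Ddx3y the wrong label as the whole cause therefore cannot be told apart from other causes. With the on or off state of the mice as a covariate 3 genes were called and 0 of the 4 were kept. Saline females were all off and saline males all on, so the state follows sex there, precision is lost with it, and a strain or donor variant cannot be told apart from a sex difference either. Gm10036 belongs to the 6 genes that share the on or off state described among the other observations, and reads of the 3 pseudogenes may in addition come from their parent genes, which was not tested. A difference between the sexes in the opioid effect stays open.

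The opioid effect differed between NAc and PFC for 5 genes in mice, and 2 of the 60 splits of the treatment labels gave as many. Each of 3 technical explanations was tested, and the values argued against each as the whole cause, the last only for a low striatal share. The mislabelling of number 27 would remove the calls without it, but 5 of the 5 genes were kept. A low depth of PFC number 10 would do the same, and again 5 of 5 were kept without that number. A lower striatal share of NAc punches would remove the calls once the striatal marker score was a covariate, and 5 of 5 were kept among 9 calls. The score was the mean log2 CPM of Drd1, Drd2 and Ppp1r1b. It follows cortex poorly, so cortex mixed into the punches stays open. NAc male number 24 at 24 h had Slc17a7 at 9.29 log2 CPM and a score of 6.77. Saline male number 6 had Slc17a7 at 3.91 and a score of 4.19. With the replicate number as a block 3 of the 5 genes were kept, and Ier2 and Klf4 were not. A difference between the regions in the response to morphine remains a hypothesis, found and tested on the same libraries, and the animal background described among the other observations was not tested for this result.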

How the results depend on the processing

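The covariates for the striatal markers and for the on or off state were chosen after the data had been seen, as were the tests of rat withdrawal within each sex. The tests under the other alternatives were chosen before the data were examined. Counts of called genes are given here as a percent of the genes tested, and are said to change when the count differs from that of the report by more than 1.5 times. Unless a reason is given, the cause was not tested.

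In the fits of the report, mouse PFC had 0.417% of its tested genes called under chronic morphine, 0.0779% at 24 h, 0.00557% at 2 weeks, 0.523% for any stage in females and 0.25% in males. Mouse NAc had 1.69%, 0.163%, 0.00544%, 0.5% and 0.713% in the same order and 0.0218% for the sex difference. For intoxication, withdrawal and any stage in females and males, DLPFC had 0.0976%, 5.14%, 2.76% and 0.169%, NAc Core 0.53%, 4.34%, 2.75% and 0.0194%, NAc Shell 0.0575%, 2.05%, 0.895% and 0.00639%, and SCN 8.54%, 6.63%, 0.711% and 0.00613%. Withdrawal in females had 4.95% in NAc Core, 1.51% in NAc Shell and 0.392% in SCN, and in NAc Core males 0.00646%.

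With median-of-ratios size factors all 51 counts stayed within 1.5 times. With no batch term 23 of 24 did, the exception being any stage in males in rat NAc Shell (0.0703%).

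With 2 surrogate variables, mouse PFC had 0.212% at 24 h, 0 (626 genes unadjusted) at 2 weeks, 0.245% for any stage in females and 0.551% in males. Mouse NAc had 4.21% under chronic morphine, 0.979% at 24 h, 0.0435% at 2 weeks, 1.59% for any stage in females, 3.12% in males and 0.109% for the sex difference. DLPFC had 0.39% for intoxication, 7.88% for withdrawal, 4.74% for any stage in females and 0.449% in males. NAc Core had 0.937% for intoxication, 6.87% for withdrawal, 5.33% for any stage in females and 8.34% for withdrawal in females. NAc Shell had 0.403% for intoxication, 5.87% for withdrawal, 0.00639% for abstinence, 3.18% for any stage in females, 0.147% in males, and 5.25% and 0.032% for withdrawal in females and males. In SCN the values fell to 0 (1697 genes unadjusted) for intoxication, 0.147% for withdrawal, 0.0123% for any stage in females and 0.129% for withdrawal in females, with 0.0245% for any stage in males and 0.00613% for withdrawal in males. Of the mouse lists, clock genes had 17 pairs called adjusted over the list alone and 7 over all genes, immediate early genes 53 and 37, and opioid system genes 0 adjusted over the list alone (in place of 1).

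DESeq2 moved 38 of 51 counts by more than 1.5 times, each upward, and made more false calls than edgeR on the simulated counts. Mouse PFC had 0.974% under chronic morphine, 0.256% at 24 h, 0.0668% at 2 weeks, 2.95% for any stage in females, 0.529% in males and 0.267% for the sex difference. Mouse NAc had 3.74%, 0.908%, 0.223%, 1.94%, 2.85% and 0.522% in the same order. For intoxication, abstinence, any stage in females, any stage in males and the sex difference, DLPFC had 0.507%, 0.0195%, 4.68%, 0.605% and 0.0195%, and NAc Core 1.1%, 0.0905%, 4.83%, 0.317% and 0.0258%. NAc Shell had 0.345% for intoxication, 0.0128% for abstinence, 1.91% for any stage in females and 0.224% in males. SCN had 1.75% for abstinence, 3.09% for any stage in females, 0.0919% in males and 0.0123% for the sex difference. Withdrawal within a sex had 0.0325% in DLPFC males, 0.0129% in NAc Core males, 2.42% in NAc Shell females, 0.0383% in NAc Shell males, 2.92% in SCN females and 0.0674% in SCN males. The region difference had 13 calls and the clock list 7 over all genes.

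With no low-count filter more genes are tested, which lowers a percent by itself. PFC at 2 weeks moved to 0 (1396 genes unadjusted), NAc chronic morphine to 0.694%, NAc at 24 h to 0.0381%, any stage in NAc males to 0.281% and the NAc sex difference to 0.00694%. DLPFC intoxication moved to 0.0381%, any stage in DLPFC females and males to 1.19% and 0.0719%, withdrawal in NAc Core males to 0 (1038 genes unadjusted), NAc Shell withdrawal to 0.885%, any stage in SCN males to 0.00935% and withdrawal in SCN females to 0.14%.

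The batches taken alone have fewer libraries. In batch b12 intoxication had 0.0194% in DLPFC, 0.129% in NAc Core and 0 (743 genes unadjusted) in NAc Shell, and withdrawal had 1.02%, 0.42% and 0.166%. In batch b3 intoxication had 0 (515 genes unadjusted) in DLPFC, 0 (1029 genes unadjusted) in NAc Core and 0.0064% in NAc Shell. Withdrawal there had 0 (1438 genes unadjusted) in DLPFC, 0.0193% in NAc Core and 0.032% in NAc Shell, and abstinence 0.00643% in NAc Core.

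With the striatal marker score as a covariate, NAc had 3.88% under chronic morphine, 0.386% at 24 h, 0.049% at 2 weeks, 1.83% for any stage in females, 1.57% in males and 0.0707% for the sex difference, and the region difference had 9 calls. With the on or off state as a covariate, PFC had 0.0612% under chronic morphine, 0.0501% at 24 h, 0.0111% at 2 weeks, 0.0223% for any stage in females and 0.0167% for the sex difference. NAc had 0.647% under chronic morphine, 0.43% at 24 h, 0.0707% at 2 weeks, 0.12% for any stage in females and 0.212% in males. For the NAc sex difference 3 genes were called, none of them among the 4 of the report. The state largely follows the groups, which takes precision from these fits.

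With the replicate block, which applies to the region difference alone, 5 genes were called, 3 of them among the 5 of the report. Ier2 and Klf4 were no longer called, and the cause was not tested.

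For the rho between female and male effects, genes with a mean log2 CPM of at least 4 gave 0.087 for PFC at 24 h (exact permutation p = 0.784) and -0.065 for NAc at 2 weeks (exact permutation p = 0.912), against -0.002 and 0.012, so that signs near 0 reversed. With standardised differences PFC at 24 h had 0.016 (exact permutation p = 0.93). For SCN intoxication the rho of 0.409 became 0.683 (exact permutation p = 0.0297) and 0.48 (exact permutation p = 0.037) under these alternatives, unadjusted.

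Leaving out each library in turn gave ranges in PFC of 0.238% (saline female number 1) to 0.89% (female number 10 at 2 weeks) under chronic morphine, 0.0596% to 0.151% (number 10) at 24 h and 0 (number 8, 1949 genes unadjusted) to 0.00559% at 2 weeks. For any stage PFC had 0.238% (number 27) to 2.29% (number 9) in females and 0.194% to 0.502% (number 10) in males, and for the sex difference 0 to 0.027% (number 26). In NAc the ranges were 0.62% (number 27) to 2.98% (number 25) under chronic morphine, 0.0159% (saline female number 1) to 0.245% (number 17) at 24 h and 0.0053% to 0.0218% (number 17) at 2 weeks. They were 0.27% (number 27) to 0.627% for any stage in females, 0.419% (number 28) to 1.19% (number 17) in males and 0 (among others number 27, 2310 genes unadjusted) to 0.0926% (number 17) for the sex difference. In SCN they were 0.14% (naive female number 2) to 12.2% (naive male number 2) for intoxication and 0.237% (naive female number 2) to 10.9% (naive male number 2) for withdrawal. For abstinence they were 0 to 2.27% (abstinence female number 1), for any stage in females 0.0121% (naive female number 2) to 1.86% (abstinence female number 1) and in males 0.00605% to 0.0184% (intoxication male number 2). Withdrawal in SCN females had 0 (withdrawal female number 1, 2234 genes unadjusted) to 1.71% (withdrawal female number 3), and withdrawal in males and the sex difference stayed at 0 (with all libraries, 1536 and 483 genes unadjusted). The region difference had 4 (number 5) to 8 calls (number 25).

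Across the same fits rho ran from 0.171 to 0.282 for PFC under chronic morphine, -0.057 to 0.044 at 24 h and -0.027 to 0.023 at 2 weeks. In NAc it ran from -0.096 (saline female number 2) to 0.398 (number 25) under chronic morphine, -0.037 (saline male number 6) to 0.268 at 24 h and -0.229 (saline female number 2) to 0.235 (saline female number 3) at 2 weeks. In SCN it ran from 0.252 to 0.454 for intoxication, 0.299 (naive female number 2) to 0.494 for withdrawal and -0.026 (naive female number 2) to 0.367 for abstinence.

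The alternatives were run for 24 log2 fold changes of single genes in a stage contrast, 15 of genes named in the report and 9 of rat identifiers left out of it, and none of the 24 changed sign. Under 2 surrogate variables 6 of the 24 were no longer called, as were 1 with median-of-ratios size factors and 9 with no filter, and DESeq2 gave no adjusted p for 2. Of the 12 in rat regions with batches, 11 were no longer called in batch b12 alone and 10 in batch b3 alone. With 1 library left out this held for 73 of 430 values. ENSRNOG00000020951 in withdrawal had a log2 fold change of 1.37 in DLPFC and 1.29 in NAc Shell in batch b12 alone, and of 4.08 and 4.41 in batch b3 alone, against 2.72 and 2.83 with all libraries. It was called in neither batch in DLPFC and in batch b3 alone in NAc Shell. Without number 27, Kdm5d fell from 5.58 to 2.39 in NAc and Bfsp2 moved from -4.17 to -6 in PFC, under chronic morphine.

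The comparison of mouse and rat effects and the rat gene lists, with their alternatives, were not run, because rat identifiers had no names here. The depth of 5182601 counts in PFC number 10 limits what that library shows of weakly expressed genes.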

Other observations

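The tests of number 27, of the SCN controls, of unaligned reads, of the genes that are on or off (with the calls parted by the male contrast) and of cell type markers were chosen after the results had been seen. The tests by other splits, spread, depth, thinning, clock genes, immediate early genes in males and the striatal covariate were written before their own results were seen.

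The libraries numbered 27 were labelled female and carried male transcripts. A mislabelled sample predicts that the 5 sex genes lie beyond the other females, toward the males, in both regions, and 10 of 10 values did. A mixture of male and female tissue predicts a sizeable share of the female level of Xist, and the NAc library had 0.33% of the median of the other females, which argues against it. The data are therefore consistent with a male animal under a female label. For the chronic morphine calls in NAc the effect of this library stays open. Without it 35.8% of the 310 genes were kept. Without another of the females the share kept was 43.2% (saline number 1), 60.3% (saline number 2), 64.5% (saline number 3), 61.6% (chronic number 26) and 87.1% (chronic number 25). A mislabelled sample and the loss of any library from groups of 3 therefore cannot be told apart for these calls, although the loss was largest for number 27.

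The PFC library numbered 10 detected 10563 genes. Its depth of 5182601 counts was tested by thinning the other 29 PFC libraries to the same total, and the lowest of them still detected 17024 genes, which argues against depth as the whole cause. Its share of unaligned reads was 21.13%, the highest of the mouse libraries, against a median of 0.56%. Reads from another organism could raise this share, but unaligned reads can also be of low quality, and these explanations cannot be told apart because the reads were not analysed here. No biological explanation was tested.

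Some genes were on in some mice and off in others. Among 17552 autosomal genes in NAc, 13 had a gap of at least 2 log2 units between a high and a low set of libraries with at least 4 libraries in each. If the state belonged to the animal, the PFC library of the same number would share it within groups of treatment and sex. Over all 30 numbers together, the median area under the curve of the PFC level by the NAc state was 1. It was 0.9 or more for 12 of 13 genes (Pmch had 0.69). This area also rises where the state follows the groups, so the permutation within groups was the test. Its permutation p was 1e-05, the smallest that 100000 resamples can give. This p argues against variation between single libraries. A strain or donor variant fits this value (1e-05), and a batch in which both libraries of an animal were handled together might give it too. Of the 13 genes 9 are annotated as pseudogenes, whose reads may come from parent genes that carry a variant, and the counts alone cannot tell these apart (9 of 13).

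For 6 of these genes, on 5 chromosomes, a single split divided the NAc libraries into 19 on and 13 off. Saline females were all off (3) and saline males all on (4), chronic libraries were all on (8 mice), and mice at 2 weeks were all off (8). At 24 h the 4 females were on, and of the males 3 were on and 2 off. The labels give the same strain and batch for all mice. The state thus follows treatment and sex except among males at 24 h. Comparisons of females on chronic morphine or at 24 h with saline females also compare on with off. Males at 2 weeks against saline males compare off with on. Of the 13 genes 7 were themselves called under chronic morphine in NAc. The genes of the 13 outside this shared split divided the libraries otherwise, with 5 to 18 libraries on, and a background that follows those was not tested. Saline and chronic males were all on, so a background that follows the shared state predicts no calls between them. There were 31 in PFC (29 lower) and 13 in NAc (10 lower), which argues against that background for these genes. Of the 75 PFC calls averaged over the sexes 28 were among them, and of the 310 NAc calls 10. With the state as a covariate, 11 of the 28 and 0 of the other 47 were kept in PFC, and 3 of the 10 and 49 of the other 300 in NAc. For any stage in PFC, 27 of 45 calls in males and 2 of 94 in females were kept, and in NAc 24 of the calls in males (0.713% of the genes tested) and 11 of 92 in females. The fit estimates the state mainly from males at 24 h, the state was defined by genes among the calls, and precision is lost with it. The test written in advance took the calls as 1 set, of which 11 of 75 in PFC and 52 of 310 in NAc were kept. A background difference and an effect of morphine therefore cannot be told apart for the 47 PFC and 300 NAc calls not made in males.

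Immediate early genes were lower in PFC under chronic morphine, with a median log2 fold change of -1.24. If a background that follows the shared on or off state were the cause, the change would shrink in males, where saline and chronic mice share the on state. Their median was -1.56, with 17 of 18 genes lower, which argues against it. A lower share of neurons would lower the neuron markers as far and raise the markers of other cell types against them. Of 10 neuron markers (log2 fold changes of -0.06 to 0.25) 10 lay above the median of the immediate early genes by more than 2 standard errors, and the median of 20 markers of astrocytes, oligodendrocytes, microglia and endothelium lay at -0.06 from that of the neuron markers, and per library the immediate early genes changed by -1.41 ± 0.12 (SE) against the neuron markers, which argues against it as the whole cause. A loss of only some kinds of neuron was not tested. The test per library was the third for this explanation. The first, written in advance, was the median of the neuron markers (0.06 in PFC and 0.09 in NAc), which decides nothing because the markers go both ways, and the second was the count of markers. The time of day at which mice were killed stays open, because 3 clock genes were called adjusted over the list alone, and clock genes may follow either the hour or neuronal activity (value 3). In NAc the median under chronic morphine was -0.49. Of the neuron markers 9 of 10 lay above it by more than 2 standard errors, all but Stmn2 (-0.16 ± 0.29, SE), and the median of the other cell types lay at -0.16 from that of the neuron markers. Per library the neuron markers changed by 0.12 ± 0.12 (SE) against the other types, with a lower bound at 2 standard errors of -0.12. This argues against a loss of neurons large enough to give the median of -0.49. The immediate early genes changed by -0.53 ± 0.27 (SE) against the neuron markers, which is within 2 standard errors of 0. A fall of these genes as a set within neurons is therefore itself not beyond its spread in NAc. Of the 18 genes 15 were lower there and 2 were called over all genes. Fos alone lay at 2.59 to 4.01 log2 CPM in chronic and 4.1 to 4.92 in saline libraries of NAc. In NAc 3 clock genes were called adjusted over the list alone, and 1 over all genes. The male median of -0.27 lay close to the limit of 1 in 2 of -0.49 that had been set in advance, so that background cannot be told apart from morphine in NAc. A lower activity of PFC neurons under morphine is a hypothesis that these data leave open. The time of day and a background that does not follow the shared state stay open beside it.

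Chronic morphine calls in NAc were also tested for mixed tissue. With the striatal marker score as a covariate, 99.7% of the 310 genes were kept among 714 calls, which argues against a low striatal share as their cause. The score follows cortex poorly, as described for the region difference, so cortex mixed into the punches stays open.

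Withdrawal gave many more calls in female than in male rats, although the sex difference itself gave 0 calls in each region. As large a difference between the 2 counts arose in 2 of the 100 splits of the sex labels in DLPFC, 1 of 100 in NAc Core, 1 of 100 in NAc Shell and 72 of 100 in SCN, so that in SCN the imbalance was no more than regrouping gives. A larger spread between male libraries was argued against by a male to female ratio of the median standard deviation of 0.97 in DLPFC, 1 in NAc Core and 0.78 in SCN, but the ratio of 1.13 in NAc Shell may contribute there. Lower depth of male libraries was argued against by ratios of 1.04 in DLPFC and 1.03 in NAc Shell. Male libraries were shallower in NAc Core (0.94) and SCN (0.82), which leaves it open there. Another candidate explanation is a shared change of smaller size in males. Over the genes called in females, the male difference signed by the female one had a median of 0.10 in NAc Core (exact permutation p = 0.00952), 0.12 in NAc Shell (exact permutation p = 0.00476), 0.31 in SCN (exact permutation p = 0.00649) and 0.09 in DLPFC (exact permutation p = 0.0524). Adjusted over the 4 regions these were 0.0127, 0.0127, 0.0127 and 0.0524. The female medians over the same genes, inflated by their selection, were 0.37, 0.44, 0.95 and 0.34. The sign was shared by 90.5%, 89.5%, 92.2% and 85.8% of the genes. In DLPFC the male change cannot be told apart from chance (0.0524).

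The SCN calls rested on few libraries. Without naive female number 2 there were 23 calls for intoxication and 39 for withdrawal, in place of 1393 and 1082, so that 1.65% and 3.6% of the called genes were kept. Without naive male number 5, 2.44% and 11% were kept, and without any other of the 10 naive libraries 61.7% to 99.2%. Number 2 was picked by this very loss and number 5 lost nearly as many. Therefore 1 outlying control cannot be told apart from a change that needs both of them. Among the distant libraries above, number 5 stood out for ENSRNOG00000017374, at 5.20 log2 CPM against -3.40 to -1.36 in the other naive males. Nothing further that would set either library apart was tested. Naive and withdrawal libraries of SCN also spread more, with a median SD of 0.504 log2 CPM in females and 0.393 in males. In the other rat regions it was 0.172 to 0.217. The cause of this spread was not tested, and the region label was not checked. A response of the SCN to oxycodone stays open.

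Calls for withdrawal were shared between rat regions. DLPFC and NAc Core shared 273 genes, all in the same direction, where independent lists would share 34.7. DLPFC and NAc Shell shared 9.38 times as many genes as independent lists would, and NAc Core and NAc Shell 12.9 times as many. The overlaps with SCN were smaller, at 1.98 times for DLPFC, 2.26 times for NAc Core and 2.7 times for NAc Shell, with 93.7%, 89.7% and 93.3% of the shared genes in the same direction. The labels do not say whether the regions come from the same animals, so these overlaps are no independent replication.

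Treatment labels were split in 100 ways within sex and batch, the real one included. For the stage contrasts, as many calls arose in 1 split for PFC chronic morphine, 2 for PFC at 24 h, 2 for PFC at 2 weeks, 2 for NAc chronic morphine, 1 for NAc at 24 h and 2 for NAc at 2 weeks. In rats it was 2 splits for DLPFC intoxication and 1 each for DLPFC withdrawal, NAc Core intoxication and withdrawal, NAc Shell intoxication and withdrawal, and SCN intoxication and withdrawal. Abstinence, with 0 calls in each rat region (825 to 2571 genes unadjusted), was matched by 100 of 100 splits by construction.

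For any stage in females, as many calls arose in 6 of the 100 splits for mouse PFC, 1 for mouse NAc, 1 for DLPFC, 1 for NAc Core, 1 for NAc Shell and 6 for SCN. In males it was 1 for mouse PFC, 1 for mouse NAc, 1 for DLPFC, 6 for NAc Core, 13 for NAc Shell and 86 for SCN. The female counts in mouse PFC and SCN and the male counts in NAc Core, NAc Shell and SCN were thus not beyond regrouping. For rat withdrawal in females it was 1 split in each of DLPFC, NAc Core and NAc Shell and 4 in SCN, and in males 4 in NAc Core and 100 in DLPFC, NAc Shell and SCN, where no gene had been called. For the sex difference, the regions other than mouse NAc had 0 calls (483 to 912 genes unadjusted) and 100 of 100 splits of the sex labels gave as many.

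The mouse table held a row for the reporter EYFP, with a median of 34.5 counts per library. Its median was 0.82 CPM in saline and 0.93 in chronic morphine libraries of PFC, and 1.08 and 0.52 in NAc, and tdTomato had 0 counts in each library.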
